A study of Mus musculus with 11 samples.

How the data were processed

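RNA-seq was done on mouse retinas of a wild-type group and a Brn3b-Kir2.1 group at postnatal days 4 and 8 (P4 and P8). Brn3b-Kir2.1 mice carry a Cre-dependent transgene of human Kir2.1, an inwardly rectifying potassium channel, fused to a yellow fluorescent protein, and Brn3b-Cre, which is active in retinal ganglion cells, per the labels' protocols. The group, age and replicate number of each library came from its title. The labels differ among themselves on 3 points. The age field gives P8 for the later age and the extraction protocol gives P11. The genotype field gives wild type for the control and the protocol names Brn3b-Cre mice. The source field names retinal ganglion cells and the tissue field retina, and the protocol describes dissociation of the whole retina with no sorting step. The field values are used here, and "wild type" stands for the control group as labelled.

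The authors deposited 1 table per library of whole-number counts per Ensembl gene. The aligner, genome build, annotation and strand setting are not stated in the labels or the files. The last lines of each table hold records that are not genes, and they were left out of library sizes and tests. These made up 74.6% to 79.8% of all records in a library. Records that fell in no gene were 57.0% to 69.4% of uniquely aligned records. Uniquely aligned records numbered 1.33 to 1.88 per read stated in the labels, and the reason for more than 1 record per read is not stated.

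The authors also deposited 1 table of their own Kir2.1 against wild-type comparison for each age. Per the file headers, these tables hold a mean normalized count per gene (a signal in the authors' own scaling), a log2 fold change with its standard error, a statistic, a p-value and an adjusted p-value. The statistic in the authors' tables is a score equal to the fold change over its standard error. The tool is not named in the authors' tables, and the column names are those of a DESeq2 results table. These values are quoted only as the authors' own.

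Counts were analysed with edgeR 4.0.16 in R 4.3.3. Gene symbols were taken from a table of Ensembl IDs, in which 46488 of the 47069 IDs had a symbol and 581 had none. Coordinates were looked up by ID in GENCODE mouse release 21 (GRCm38), which held 46574 of the IDs. They are those of the lookup and not of the authors' files, whose build is not named. Of the 47069 genes, 10535 had no count in the 11 libraries and 18188 passed filterByExpr by group. Libraries were scaled by TMM, with factors from 0.964 to 1.05. A quasi-likelihood model with 4 group means was fitted to all 11 libraries, so that the groups shared an estimate of the spread (common biological coefficient of variation 0.247, 7 residual degrees of freedom, 5.05 prior degrees of freedom). Contrasts gave Kir2.1 against wild type at P4 and at P8, the difference between these effects, and P8 against P4 in each genotype. p-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. Unless another tool is named, an adjusted p below comes from edgeR. Values per library are TMM-scaled counts-per-million values (CPM).

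The groups, tests, gene lists, naming rule and most alternatives were fixed before the data were examined. The naming rule took genes with adjusted p under 0.05, a mean of at least 1 CPM and no overlap between the groups' CPM values. From these it took the 4 highest and 4 lowest fold changes for each genotype comparison, the 2 highest and 2 lowest for the difference between ages without the overlap condition, and the 3 highest and 3 lowest for each age comparison. Kcnj2, Pou4f2 and the sex-linked genes were to be named in any case. A fold change against a group with at most 3 counts in each library was replaced by a lower bound computed against 3 counts.

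Of 18 gene lists written from general knowledge, 17 were tested and the sex-linked list was given per library. The cell lists were for retinal ganglion cells, intrinsically photosensitive ganglion cells, rods, cones, bipolar cells, amacrine cells, Mueller glia, dividing cells, vascular cells, microglia, erythrocytes, lens and pigment epithelium. The functional lists were for activity-regulated genes, axon guidance, ion channels and synaptic receptors. No gene was in more than 1 list. All genes of a list passed the filter except in the lists for erythrocytes (1 of 7 passed), lens (10 of 16), pigment epithelium (6 of 10), axon guidance (63 of 64) and ion channels (44 of 46). Lists were tested with camera in limma 3.58.1, with a preset inter-gene correlation of 0.01, and p-values were adjusted over the 17 lists. fry and camera with an estimated correlation were the alternatives. For Kcnj2 and Pou4f2 an exact two-sided permutation test of the difference in mean log2 CPM was added.

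Alternatives fixed in advance were DESeq2 1.42.0 size factors in edgeR, the DESeq2 test, limma voom with sample quality weights, no filter, a minimum mean of 1 CPM, removal of genes above 1% of a library, a replicate block, a fit of only the libraries compared, other thresholds, and leaving out each library in turn. A covariate for the share of Y-linked counts, DESeq2 on the libraries of 1 age, and list fits without 1 library on the genes that pass the filter with all 11 were chosen after seeing the data. Removing a wild-type P4 library leaves 1 in that group, so those fits give fold changes only.

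The edgeR, DESeq2 and voom scripts were tested on simulated data with the mean counts and library sizes of these libraries and 200 changed genes. With a 2-fold change, edgeR called 26.0% of changed genes at P4 and 44.5% at P8. With a 4-fold change it called 78.0% and 85.5%. False calls were 0 to 6.56% of edgeR's calls and 18.2% to 25.8% of DESeq2's. A list of 15 genes lowered by 1 on the log2 scale was called by camera in 6 of 6 simulations at each age, with mean estimates of -0.94 and -1.00. Of 96 tests of unchanged lists at each age, camera called 4 at P4 and 6 at P8. fry and camera with an estimated correlation also called the lowered list in 6 of 6 simulations at each age. Of the unchanged lists, fry called 2 at P4 and 3 at P8, and the estimated correlation 0 and 1. Genes were simulated independently of each other. These list simulations therefore cannot show how the 3 list tests behave when the genes of a list are correlated. No pair of replicates was the same library deposited again, since the chi-square per gene between replicates was 8.44 to 56.6. Counting error is only part of the spread, and molecular identifiers are not described, so depth describes counting error alone.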

Results

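The retinal transcriptome of Brn3b-Kir2.1 mice, in which a potassium channel is expressed in ganglion cells to silence them, was set beside that of wild-type mice at P4 and P8. By its title, the study concerned the need for correlated retinal activity around birth in the wiring of visual axons. The 11 libraries comprised 2 wild-type and 3 Kir2.1 libraries at P4, and 3 of each genotype at P8. Counts assigned to genes ranged from 9362215 in Kir2.1 P8 replicate 2 to 12478838 in Kir2.1 P4 replicate 2. Between 22609 and 24591 genes had at least 1 count in 10 of the libraries, and 31325 in Kir2.1 P8 replicate 2. The 5 genes above 1% of a library were Gm42418 (up to 6.13%), mt-Rnr2 (4.40%), mt-Rnr1 (3.09%), Malat1 (2.46%) and Gm26917 (2.11%).

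Kcnj2 (ENSMUSG00000041695; chromosome 11, 111066164 to 111076821, plus strand, protein-coding) is the mouse gene of Kir2.1. The transgene is a human cDNA and its reads cannot be assumed to count towards the mouse gene, so this gene could not check the genotype labels. At P4, Kcnj2 was at 5.81 and 10.6 CPM in wild-type replicates 1 and 2, and at 6.41, 2.45 and 6.20 CPM in Kir2.1 replicates 1 to 3. At P8 it was at 15.1, 17.2 and 3.74 CPM in the wild-type replicates and at 17, 4.88 and 11.3 CPM in the Kir2.1 replicates. The log2 fold change of Kir2.1 over wild type was -0.71 ± 0.64 (SE) at P4 (edgeR adjusted p = 0.814) and -0.11 ± 0.56 at P8 (edgeR adjusted p = 0.977). Exact two-sided permutation tests gave p = 0.6 at P4 and p = 0.9 at P8, where 0.1 is the smallest value that either design allows. The difference lay within the spread between replicates at both ages. At P8 its sign changed when wild-type replicate 1 (0.09), wild-type replicate 2 (0.25) or Kir2.1 replicate 2 (0.24) was left out. At P4 it went from -0.71 to -0.21 without wild-type replicate 2, to -1.08 without wild-type replicate 1 and to -0.37 without Kir2.1 replicate 2.

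Pou4f2 (ENSMUSG00000031688; chromosome 8, 78433010 to 78436645, minus strand, protein-coding) encodes Brn3b, the source of the driver. It was at 16.9 ± 5.0 CPM (SD, n = 2) in wild type and 9.28 ± 4.37 CPM (SD, n = 3) in Kir2.1 at P4, and at 5.55 ± 1.09 and 3.35 ± 1.05 CPM (SD, n = 3 each) at P8. The log2 fold change was -0.87 ± 0.40 (SE) at P4 (edgeR adjusted p = 0.688) and -0.72 ± 0.39 at P8 (edgeR adjusted p = 0.699). The exact two-sided permutation p was 0.3 at P4 and 0.2 at P8. Leaving out 1 library moved the fold change between -1.23 and -0.53 at P4 and between -1.01 and -0.58 at P8. The lowest P4 value was without Kir2.1 replicate 3 and the highest was without wild-type replicate 1.

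**Figure D1:**
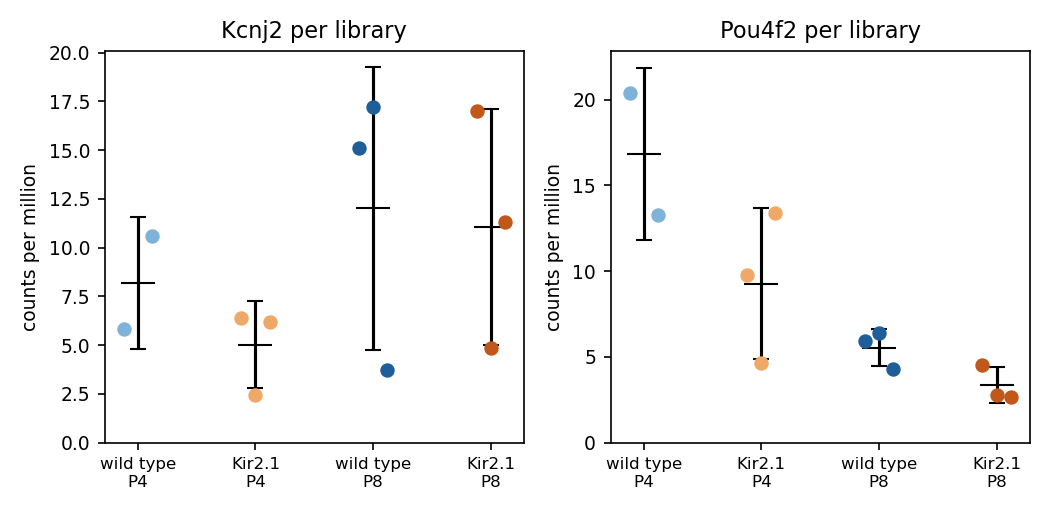
Kcnj2 and Pou4f2 in CPM on the vertical axis, by group on the horizontal axis. Points are libraries in replicate order from left to right, the horizontal bar is the group mean and the vertical bar is 1 SD (n = 2 for wild type at P4, n = 3 for the other groups); the genotypes overlap in Kcnj2 at both ages, with wild-type P8 values from 3.74 to 17.2 CPM.

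The sex of the animals is not given in the labels, and sex-linked transcripts differed widely between libraries. The summed CPM of Ddx3y, Eif2s3y, Kdm5d and Uty was 190 and 218 in the wild-type P4 libraries, and 86.4, 0.721 and 107 in the Kir2.1 P4 libraries. It was 41.5, 0.168 and 175 in wild-type P8 replicates 1 to 3 and 140, 39.2 and 245 in Kir2.1 P8 replicates 1 to 3, on the scale of total gene counts. Xist ran from 483 CPM in Kir2.1 P8 replicate 3 to 3380 CPM in Kir2.1 P4 replicate 2. At P4 the wild-type libraries had more Y-linked counts than each Kir2.1 library, so genotype and sex make-up were partly aligned there.

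The first 2 principal components of log2 CPM held 41.6% and 15.3% of the variance. The first separated the ages, except that wild-type P4 replicate 2 (-16.4) lay between the other P4 libraries (-74.6 to -55.4) and the P8 libraries (37.8 to 54.0). On the second, wild-type P8 replicates 1, 2 and 3 were at 74.6, 28.4 and -39.7, and the Kir2.1 P8 libraries ran from -37.7 to -10.5. Pearson correlations of log2 CPM, taken across genes, which are not independent replicates, were 0.970 to 0.976 among Kir2.1 P8 libraries and 0.937 to 0.960 among wild-type P8 libraries. The wild-type P4 pair had a correlation of 0.963.

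**Figure D2:**
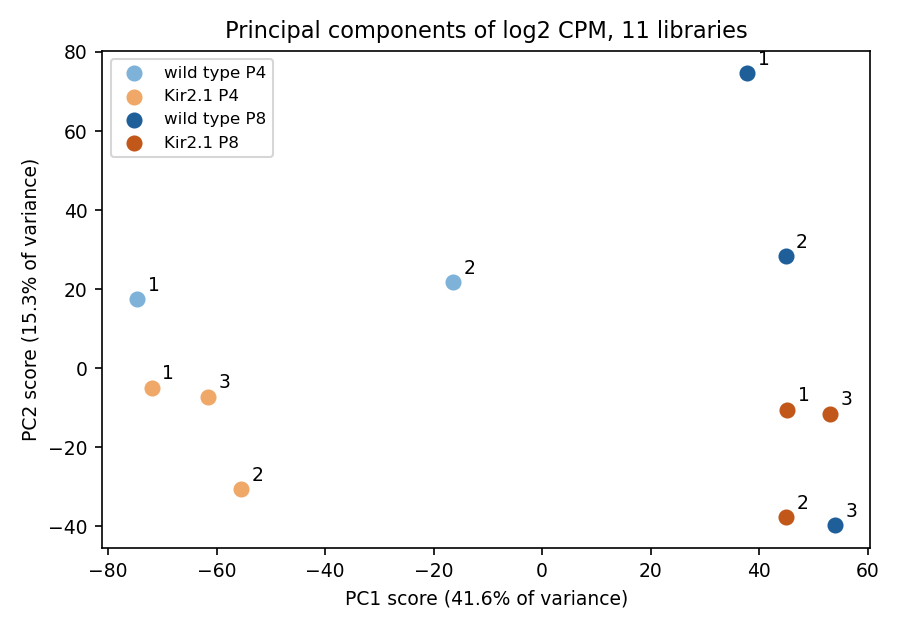
Scores of the 11 libraries on the first 2 principal components of log2 CPM, in score units, with colours for the groups and numbers for the replicates. Wild-type P4 replicate 2 sits at -16.4 on the first component, and wild-type P8 replicate 3 sits at -39.7 on the second, beside the Kir2.1 P8 libraries.

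The comparison of genotypes at P4 asked which transcripts differ in the retina when ganglion cells express Kir2.1 at that age. Of 18188 genes, 0 passed an adjusted p of 0.05, and the smallest edgeR adjusted p was 0.458. At an unadjusted p under 0.05 there were 1314 genes, 455 higher and 859 lower in Kir2.1, where chance would give 909. The median absolute log2 fold change was 0.238 and the median standard error 0.293. The alternative that moved the count most was the fit without a filter on low counts, with 339 genes. Leaving out each Kir2.1 P4 library in turn gave 0 genes in each of the 3 fits, with 1061, 739 and 1337 genes at an unadjusted p under 0.05 without replicates 1, 2 and 3. The authors' deposited table for P4 called 314 genes, 163 higher and 151 lower, among 13830 with an adjusted p. DESeq2 on the 5 P4 libraries called 69 genes, 7 higher and 62 lower, of which 36 were among the authors' calls. Its fold changes correlated with those in the authors' deposited table at r = 0.62 across 13830 genes. In the authors' deposited table Kcnj2 had a log2 fold change of -1.38 (adjusted p = 0.156) and Pou4f2 one of -0.70 (adjusted p = 0.637).

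The same comparison at P8 asked about the later age. Again 0 of 18188 genes passed, the smallest edgeR adjusted p was 0.699, and 1240 genes had an unadjusted p under 0.05 (525 higher and 715 lower in Kir2.1). The fit without a filter on low counts called 447 genes, and voom with sample quality weights called 0, with 3260 at an unadjusted p under 0.05. With the filter and edgeR, calls appeared when a single library was left out. Without wild-type P8 replicate 3, 219 genes passed, 97 higher and 122 lower in Kir2.1, and 3578 had an unadjusted p under 0.05. Without any other P8 library 0 passed, with 542 to 1014 genes at an unadjusted p under 0.05. The authors' deposited table for P8 called 974 genes, 436 higher and 538 lower, among 13396 with an adjusted p. DESeq2 on the 6 P8 libraries called 3 genes, all among those of the authors. DESeq2 without wild-type P8 replicate 3 called 1052 genes, of which 913 (93.7% of the authors' calls) were shared. Fold changes in the authors' deposited table correlated across 13396 genes with DESeq2 fold changes at r = 0.92 without that library and at 0.83 with it. In the authors' deposited table Kcnj2 had a log2 fold change of -0.60 (adjusted p = 0.469) and Pou4f2 one of -1.01 (adjusted p = 0.31).

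**Figure D3:**
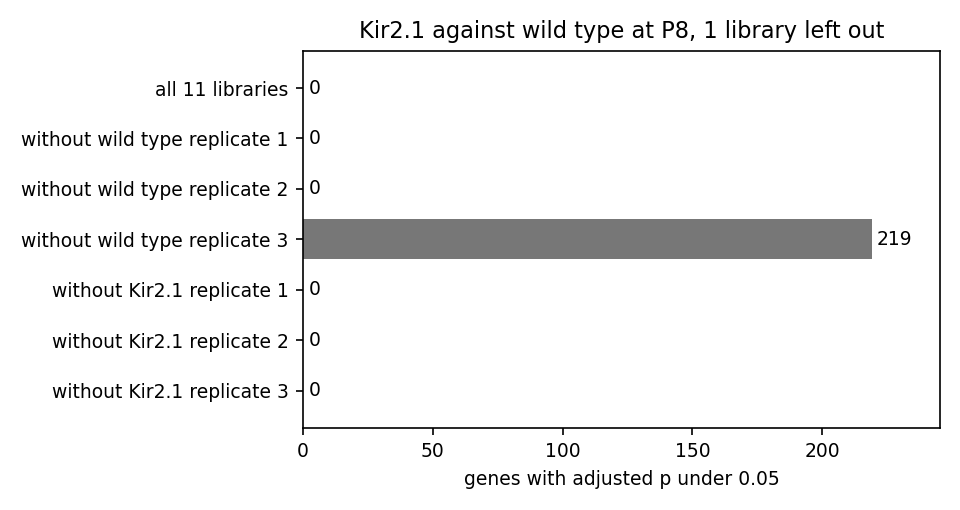
Number of genes with an adjusted p under 0.05 between Kir2.1 and wild type at P8 (horizontal axis, genes) in the fit of all 11 libraries and in fits without each P8 library (vertical axis). The count is 219 without wild-type replicate 3 and 0 in the other fits.

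Whether the Kir2.1 effect differs between P8 and P4 was tested as an interaction. No gene passed (0 of 18188, smallest edgeR adjusted p of 1), and 562 had an unadjusted p under 0.05, fewer than the 909 that chance would give. Across genes the genotype fold changes at the 2 ages had a Spearman correlation of 0.276 and the same sign for 61.9% of genes. Leaving out each library that leaves at least 2 per group gave 0 genes in each of the 9 fits. Of these, the fit without wild-type P8 replicate 3 had 1396 genes at an unadjusted p under 0.05 and the other 8 had 441 to 570. The fit without a filter called 136 genes, and voom called 0, with 959 at an unadjusted p under 0.05.

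Gene lists were used to describe the make-up of the libraries. In the fits without 1 library the filter was applied again, and where this changed the genes of a list its mean over the genes of all 11 libraries is given as well. At P4, camera called 8 of 17 lists, 2 higher and 6 lower in Kir2.1, and none of them held under fry or under camera with an estimated correlation (0 lists each, with 1 list at an unadjusted fry p under 0.05). The retinal ganglion cell list had a mean log2 fold change of -1.04, with 14 of 15 genes lower (camera adjusted p in limma = 4.13e-11), and summed to 1680 ± 516 CPM (SD, n = 2) in wild type and 886 ± 356 CPM (SD, n = 3) in Kir2.1. Its mean was -1.34 without wild-type P4 replicate 2 and -0.58 without wild-type P4 replicate 1. The intrinsically photosensitive ganglion cell list was at -0.97 (6 of 6 lower; -0.31 without wild-type P4 replicate 1; -0.55 and no longer called without Kir2.1 P4 replicate 2), the vascular list at -0.60 (-1.06 without Kir2.1 P4 replicate 1; -0.41 and no longer called without Kir2.1 P4 replicate 3) and the synaptic receptor list at -0.38 (-0.12 without wild-type P4 replicate 2). The vascular list summed to 750 ± 84.1 CPM (SD, n = 2) in wild type and 731 ± 172 CPM (SD, n = 3) in Kir2.1. These vascular sums differed by less than the spread between replicates. The Mueller glia list was at 0.20, and was no longer called without Kir2.1 P4 replicate 1 (0.16) or Kir2.1 P4 replicate 2 (0.13). Without wild-type P4 replicate 2 the bipolar cell list went from -2.28 to 0.81 and the dividing cell list from 0.36 to -0.16 (1.24 without wild-type P4 replicate 1). The ion channel list went from -0.33 to 0.04 over 45 genes without that library, and to -0.08 over the same 44 genes.

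The other 9 lists were not called at P4. Their means were 0.31 for microglia, -0.13 for axon guidance, -0.39 for amacrine cells, -0.27 for cones, -0.46 for rods, 0.20 for pigment epithelium, 0.95 for lens, -0.01 for activity-regulated genes and -0.75 for the 1 erythrocyte gene tested. With genes of at most 3 counts at their bound, the median of the lens list was -0.46. The rod list (1.30), the cone list (0.79), the pigment epithelium list (-0.49 over 7 genes, -0.05 over the same 6) and the microglia list (-0.07) changed sign without wild-type P4 replicate 2. The amacrine cell list went to -0.03 without that library, and the lens list to 0.39 without Kir2.1 P4 replicate 1. Without wild-type P4 replicate 1 the microglia list was at 0.82 and the activity-regulated list at 0.19. The lens list was then at 0.90 over 14 genes and 1.5 over the same 10, and the pigment epithelium list at 0.21 over 7 genes and 0.74 over the same 6. The 1 erythrocyte gene was at 4.72 without wild-type P4 replicate 1, -1.73 without wild-type P4 replicate 2 and -3.09 without Kir2.1 P4 replicate 2. The whole erythrocyte list summed to 0.422 to 2.07 CPM in the P4 libraries, so the sizes of these values are uncertain. The microglia list was called without Kir2.1 P4 replicate 2 (0.50). Adjusted over all genes, 0 list members passed. Adjusted over the list alone, 5 bipolar cell genes, 2 retinal ganglion cell genes and 1 synaptic receptor gene passed.

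At P8, camera called 6 of 17 lists and fry and the estimated correlation 0 each, again with 1 list at an unadjusted fry p under 0.05. The rod list was higher by 0.85 on the log2 scale, with 12 of 12 genes higher (camera adjusted p in limma = 3.08e-06). Its sum was 916, 3640 and 7990 CPM in wild-type P8 replicates 1 to 3 and 7490 to 7760 CPM in Kir2.1, so that the SD was 3570 in wild type and 136 in Kir2.1 (n = 3 each). The mean of the rod list was 0.38 without wild-type P8 replicate 1 and 1.73 without wild-type P8 replicate 3. The pigment epithelium list had a mean of 2.60, and a median of 1.59 with genes of at most 3 counts at their bound. Without Kir2.1 P8 replicate 2 it was at 1.07 over the 4 genes that then passed the filter, and no longer called, and at 1.5 over the same 6 genes, and called. The sum in that library was 31.5 CPM against 4.57 to 7.11 CPM in the other P8 libraries. The lists for ion channels (-0.32, 39 of 44 lower), synaptic receptors (-0.37, 24 of 27 lower), axon guidance (-0.18, 45 of 63 lower) and amacrine cells (-0.65, 10 of 10 lower) were called in all 6 fits without 1 P8 library. The axon guidance list was at -0.11, the ion channel list at -0.21 and the amacrine cell list at -0.46 without wild-type P8 replicate 1.

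The 11 lists not called at P8 had means of 0.34 (dividing cells), 0.45 (microglia), -0.35 (activity-regulated genes), 0.19 (bipolar cells), 2.19 (the erythrocyte gene), 0.34 (vascular cells), -0.10 (lens), 0.15 (Mueller glia), -0.04 (retinal ganglion cells), 0.05 (cones) and 0.11 (intrinsically photosensitive ganglion cells). In the retinal ganglion cell list 13 of 15 genes were lower and the median was -0.22. That list summed to 413 ± 123 CPM in wild type and 335 ± 53.9 CPM in Kir2.1 (SD, n = 3 each). Signs changed for the lists of lens (3.92 over 6 genes, 4.40 over the same 10), activity-regulated genes (0.33 over 19 genes, 0.27 over the same 20) and cones (-0.19) without wild-type P8 replicate 3, and for retinal ganglion cells (0.33) without wild-type P8 replicate 2. They also changed for bipolar cells (-0.13) and intrinsically photosensitive ganglion cells (-0.08) without wild-type P8 replicate 1, and for vascular cells (-0.19 over 9 genes, -0.10 over the same 10), microglia (-0.11) and Mueller glia (-0.10) without Kir2.1 P8 replicate 1. Some lists changed sign in further fits. The retinal ganglion cell list did so without wild-type P8 replicate 1 (0.12), Kir2.1 P8 replicate 2 (0.01) or Kir2.1 P8 replicate 3 (0.03). The intrinsically photosensitive list did so without wild-type P8 replicate 3 (-0.08) or Kir2.1 P8 replicate 1 (-0.06). Cones did so without Kir2.1 P8 replicate 2 (-0.13), and lens without Kir2.1 P8 replicate 3 (0.38). The lists for bipolar cells (0.67), lens and retinal ganglion cells (-0.29) were called without wild-type P8 replicate 3, and those for dividing cells (0.58), microglia (0.57) and cones (0.33) without wild-type P8 replicate 2. Without wild-type P8 replicate 1 the vascular (0.67) and activity-regulated (-0.49 over 19 genes, -0.56 over the same 20) lists were called, and without Kir2.1 P8 replicate 1 the activity-regulated (-0.69) and dividing cell (0.40) lists. Without Kir2.1 P8 replicate 2 the microglia (0.77) and vascular (0.47) lists were called. Without Kir2.1 P8 replicate 3 the lists for dividing cells (0.42), microglia (0.54), vascular cells (0.52), lens (0.38) and Mueller glia (0.29) were called. The erythrocyte gene went to 6.76 without wild-type P8 replicate 3. In wild-type P8 replicates 1 and 2 the whole erythrocyte list summed to only 0.823 and 0.0849 CPM. The lens list summed to 6.5 and 9.43 CPM in these 2 libraries, and to 10.8 to 33.5 CPM in Kir2.1. The sizes of the lens and erythrocyte values without wild-type P8 replicate 3 are therefore uncertain. Adjusted over all genes, 0 list members passed. Adjusted over the list alone, 2 pigment epithelium genes and 1 synaptic receptor gene passed.

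**Figure D4:**
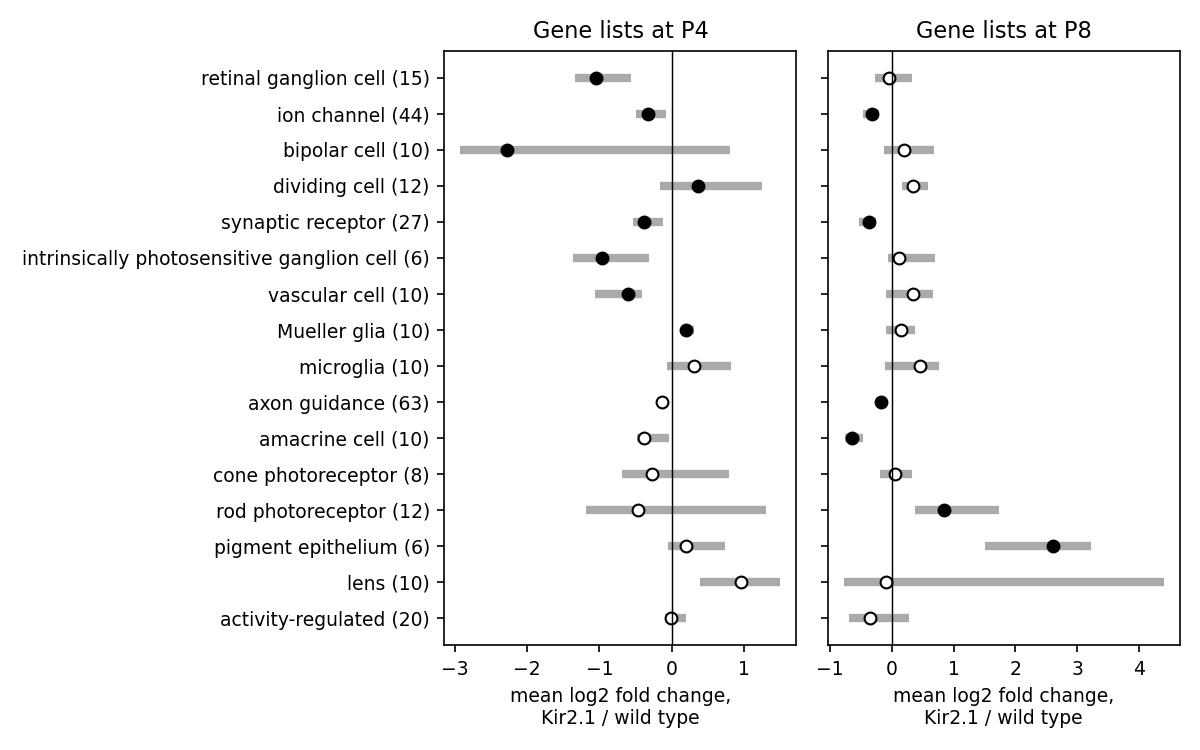
Mean log2 fold change of Kir2.1 over wild type (horizontal axis) for 16 gene lists (vertical axis, number of genes tested in parentheses) at P4 and P8. Circles are the fit of all 11 libraries, filled where camera gave an adjusted p under 0.05, and grey bars span the fits without 1 library of that age, over the same genes; the bar of the bipolar cell list at P4 runs from -2.92 to 0.80. The erythrocyte list, with 1 gene tested, is not drawn.

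The change from P4 to P8 in wild type was the background against which genotype effects were set. It passed for 798 of 18188 genes, 146 higher and 652 lower at P8. The fit without a filter called 2058 genes, the largest move in number, and the fit of only the 5 wild-type libraries called 113, all lower at P8, the largest move in ratio. Without wild-type P8 replicate 1 the count was 1299 (566 higher, 733 lower). It was 536 without replicate 2 (54 higher, 482 lower) and 816 without replicate 3 (162 higher, 654 lower). The size of the excess of falling genes thus depended on the library left out. Of the 791 genes that met the naming rule, Ripply3 (ENSMUSG00000022941; chromosome 16, 94328420 to 94336935) fell at least 7.93-fold, from 2.05 ± 1.34 CPM (SD, n = 2) to 0 counts in each of the 3 P8 libraries (edgeR adjusted p = 0.0046). Irx2 (ENSMUSG00000001504; chromosome 13, 72628820 to 72634198) fell at least 39.9-fold from 10.3 ± 4.53 CPM (SD, n = 2; edgeR adjusted p = 0.00229). Pyy (ENSMUSG00000017311; chromosome 11, 102106676 to 102107832) fell at least 28.8-fold from 7.42 ± 5.95 CPM (SD, n = 2; edgeR adjusted p = 0.015). Nxph2 (ENSMUSG00000069132; chromosome 2, 23321246 to 23401973) rose from 0.34 ± 0.118 CPM (SD, n = 2) to 6.81 ± 6.87 CPM (SD, n = 3), a log2 fold change of 4.28 ± 1.10 (SE; edgeR adjusted p = 0.048). Skor2 (ENSMUSG00000091519; chromosome 18, 76856405 to 76900342) rose at least 12.6-fold to 3.21 ± 1.46 CPM (SD, n = 3; edgeR adjusted p = 0.0125). Vip (ENSMUSG00000019772; chromosome 10, 5639218 to 5647617) rose at least 10.9-fold to 2.78 ± 2.49 CPM (SD, n = 3; edgeR adjusted p = 0.0225). All 6 are annotated as protein-coding. Nxph2 lost its call without wild-type P8 replicate 1 (log2 fold change 3.03), and Pyy and Vip lost theirs without wild-type P8 replicate 2. In the fit of only the wild-type libraries Irx2 kept its call (edgeR adjusted p = 0.0285). In that fit Ripply3 (0.115), Pyy (0.067), Nxph2 (0.159), Skor2 (0.089) and Vip (0.14) lost theirs. Under voom Pyy, Nxph2 and Vip lost their calls (voom adjusted p of 0.243, 0.251 and 0.135).

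In Kir2.1 the change from P4 to P8 passed for 3029 genes, 1442 higher and 1587 lower at P8. The count was 1605 with an absolute log2 fold change of at least 1 and 4286 under voom. It fell to 1764 without Kir2.1 P4 replicate 1, 1841 without Kir2.1 P8 replicate 3 and 2012 without Kir2.1 P8 replicate 2. Of the 2980 genes that met the naming rule, Ptf1a (ENSMUSG00000026735; chromosome 2, 19445663 to 19447501) fell at least 8.35-fold, from 2.31 ± 1.09 CPM (SD, n = 3) to 0 counts (edgeR adjusted p = 0.00507). Pyy fell at least 29.5-fold from 8.15 ± 6.26 CPM (SD, n = 3; edgeR adjusted p = 0.00427). Depdc1a (ENSMUSG00000028175; chromosome 3, 159495433 to 159529955) fell at least 13.5-fold from 3.72 ± 0.968 CPM (SD, n = 3; edgeR adjusted p = 0.00302). Gm16322 (ENSMUSG00000087456; chromosome 9, 42474555 to 42505662) rose at least 12.4-fold to 3.20 ± 1.06 CPM (SD, n = 3; edgeR adjusted p = 0.0021). It is annotated as an antisense gene, and as the counting strand is not stated its counts are uncertain. Trpm1 (ENSMUSG00000030523; chromosome 7, 64153835 to 64269775) rose from 0.449 ± 0.257 to 199 ± 27.5 CPM (SD, n = 3 each), a log2 fold change of 8.74 ± 1.20 (SE; edgeR adjusted p = 0.000645). Grm6 (ENSMUSG00000000617; chromosome 11, 50850685 to 50866208) rose from 0.243 ± 0.193 to 184 ± 51.4 CPM (SD, n = 3 each), a log2 fold change of 9.44 ± 1.5 (SE; edgeR adjusted p = 0.00153). In wild type at P4 these last 2 genes were at 24.8 ± 32.6 and 28.7 ± 40.6 CPM (SD, n = 2).

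The age comparisons shared 725 called genes, all with the same direction, and 73 were called in wild type alone and 2304 in Kir2.1 alone. Fold changes with age had a Spearman correlation of 0.646 across genes between the genotypes. The difference between these age effects is the interaction above, which passed for 0 genes with 562 at an unadjusted p under 0.05 (1396 without wild-type P8 replicate 3), so the unequal counts do not show that the age effect differed between genotypes.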

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

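The tests on the bipolar cell and rod, ganglion and vascular cell, and pigment epithelium lists were chosen only after the result was seen, as were the fry test and the fits over the same genes, while the count of lists passing in every fit was chosen before.

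Under camera with a preset correlation, 8 gene lists differed between P8 and P4 in the Kir2.1 effect. The mean difference on the log2 scale was 2.48 for bipolar cells (9 of 10 genes higher), 1.31 for rods (12 of 12), 1.0 for retinal ganglion cells (15 of 15), 1.08 for intrinsically photosensitive ganglion cells (6 of 6), 0.94 for vascular cells (9 of 10), 2.40 for pigment epithelium (4 of 6), -0.27 for amacrine cells (8 of 10 lower) and -0.05 for axon guidance (41 of 63 lower). Adjusted over all genes, 0 members of these lists passed, and adjusted over the list alone 5 bipolar cell genes, 2 pigment epithelium genes and 1 intrinsically photosensitive ganglion cell gene passed. The 9 other lists were not called. Of these, 6 were called when a single P8 library was left out, such as the lens list, which went from -1.04 to 3.20 over the 6 genes that passed the filter without wild-type P8 replicate 3, and to 3.45 over the same 10 genes. The lens list summed to only 6.5 and 9.43 CPM in wild-type P8 replicates 1 and 2, so the size of these lens values is uncertain. Under fry, which takes the correlation from the data, 0 of the 17 lists passed and 0 had an unadjusted p under 0.05, as the preset inter-gene correlation being the source of the calls would predict. The calls may therefore rest on that preset value.

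Single libraries accounted for several of these differences. Without wild-type P4 replicate 2 the bipolar cell difference went from 2.48 to -0.61 and the rod difference from 1.31 to -0.46, so both may come from that library alone. These 2 lists passed in each of the 9 fits that were tested. Fits without a wild-type P4 library leave 1 library in that group and were by choice given no test. The count over 9 fits could therefore not show a dependence on wild-type P4 replicate 2. Without Kir2.1 P8 replicate 2 the pigment epithelium difference went from 2.40 to 0.37 over the 4 genes that then passed the filter, and to 1.30 over the same 6 genes, and it was called in neither. The whole list summed to 31.5 CPM in that library. It summed to 7.11 and 6.6 CPM in the other Kir2.1 P8 libraries and to 4.57 to 6.54 CPM in wild type at P8. The sum was thus high in that library alone. For the mean fold change, that library alone and a difference shared by the group cannot be told apart, since the list has 6 genes and the value depends on which are kept. The amacrine cell list passed in 5 of the 9 tested fits and went from -0.27 to -0.08 without wild-type P8 replicate 1 and to -0.62 without wild-type P4 replicate 2. The axon guidance list passed in 3 and changed sign (0.01) without Kir2.1 P4 replicate 1 or wild-type P8 replicate 1. The intrinsically photosensitive ganglion cell list passed in 7, not passing without Kir2.1 P4 replicate 2 (0.67) or wild-type P8 replicate 3 (0.89), and fell from 1.08 to 0.42 without wild-type P4 replicate 1.

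The retinal ganglion cell and vascular cell lists passed in all 9 tested fits and kept their sign in all 11. Over the same genes the vascular list passed in 8, with an adjusted p of 0.0507 without wild-type P8 replicate 3. The lowest mean over both was 0.45, for the vascular list without Kir2.1 P8 replicate 1, and the lowest for the ganglion cell list was 0.53, without wild-type P4 replicate 1. A single library as the whole source is argued against for these 2 lists. The vascular difference is one of mean fold changes, which the summed CPM of that list does not show. The sum was 750 ± 84.1 CPM in wild type (SD, n = 2) and 731 ± 172 CPM in Kir2.1 (SD, n = 3) at P4. At P8 it was 675 ± 202 and 708 ± 242 CPM (SD, n = 3 each). In all, 4 of the 8 lists passed in each tested fit, or 3 over the same genes, and whether 1 library lies behind the remaining amacrine, axon guidance and photosensitive ganglion cell differences cannot be told apart from a small effect at these sample numbers. Since 0 lists passed under fry, an age-dependent effect of Kir2.1 stays open and untested beyond these values.

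The authors' deposited table for P4 held signal that the counts of the 11 libraries do not account for. For genes with counts in only 1 library, the authors' mean normalized count steps in units of that library's single count. Such steps were seen for wild-type P4 replicate 2 (51.7% of its genes at the commonest step) and for Kir2.1 P4 replicates 1 to 3 (50.5% to 60.8%), but not for wild-type P4 replicate 1 (2.65%). Of the 10535 genes with no count in any of the 11 libraries, 458 had a mean above 0 in that table, and their commonest value was a further step of 0.3845 (51 genes). Among all genes with no count in the 5 P4 libraries, 523 lay at its multiples. All 523 had a negative fold change, which places this source on the wild-type side. In the authors' deposited P8 table, 381 genes with no count in any of the 11 libraries had a mean above 0, and their commonest step, 0.2264, was that of Kir2.1 P8 replicate 2 itself. Genes with no count here can therefore arise from an included library counted in another way. At P4 the step of 0.3845 was not that of any of the 4 libraries with steps (0.1499 to 0.1838). A further wild-type library and wild-type P4 replicate 1 in another form both stay open, and neither was analysed here. No biological explanation was tested.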

How the results depend on the processing

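The covariate for Y-linked counts, DESeq2 on the libraries of 1 age and the list fits on the genes of all 11 libraries were chosen after seeing the data. The count of 0 genes at P4 held under size factors from DESeq2, voom, the stricter filter, removal of abundant genes, the fit of only the libraries compared, the Y-linked covariate and the 3 fits without a Kir2.1 library. It was 19 under DESeq2 (2 higher, 17 lower), 69 under DESeq2 on the P4 libraries and 339 with no filter. At P8 it was 1 under DESeq2, 3 under DESeq2 on the P8 libraries and 447 with no filter, and ran from 0 to 219 across the 6 fits that each left out 1 library, the 219 being without wild-type replicate 3. The interaction was 136 with no filter and 0 in its other alternatives.

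The unfiltered counts have at least part of their cause in their construction. With 36534 genes the estimated prior degrees of freedom became infinite, against 5.05 with the filter, so every gene was given the trend's spread. Xist, which follows the sex of the animals, then had an edgeR adjusted p of 1.6e-08 at P8, against 0.713. All 339 and 447 genes pass the filter themselves. In 8 tests on simulated counts with no true change, each simulated set being tested at both ages, the unfiltered fit called 15 to 36 genes. The filtered fit called 0 to 1. These false calls are fewer than 339 and 447. Unlike these data, the simulated counts had no library that lay apart from its group. They therefore cannot tell how many of the unfiltered calls are false. DESeq2 also made more false calls on simulated data, 18.2% to 25.8% of its calls. At these sample sizes edgeR called 26.0% of simulated 2-fold changes at P4 and 44.5% at P8. Smaller changes were not simulated. Too few libraries to call effects of 2-fold or less therefore stays open as a source of the 0 calls.

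For P4 to P8 in wild type, the 798 genes (18.3% of them higher) became 1432 under DESeq2 (478 higher, 954 lower; 794 of the 798 shared), 2058 with no filter (851 higher, 1207 lower), 113 with only the wild-type libraries (0 higher), 1410 at an adjusted p under 0.1 and 433 with the Y-linked covariate. They ran from 536 to 1299 across the 3 fits that each left out 1 library. The higher count at 0.1 goes with the looser threshold; for DESeq2, the covariate and the fit of only the wild-type libraries the cause was not tested. In Kir2.1 the 3029 genes became 1605 with an absolute log2 fold change of at least 1, which is a stricter criterion, and 1919 with the covariate, where the cause was not tested. They became 4286 under voom, 4264 with only the libraries compared, 4203 at an adjusted p under 0.1, 3661 with no filter and 3583 under DESeq2. They ran from 1764 to 2169 across the 6 fits that each left out 1 library.

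Kcnj2 at P8 ran from -0.56 to 0.25 across the 6 fits without 1 library and reversed without wild-type replicate 1 (0.09), wild-type replicate 2 (0.25) and Kir2.1 replicate 2 (0.24); the libraries' own values, 3.74 to 17.2 CPM, show the cause. It stayed negative in all alternatives at P4, from -1.08 to -0.21. Lists at P4 and P8 went from 8 and 6 to 0 under fry and to 0 under camera with an estimated correlation, both of which take the correlation from the data. Lists at P8 ran from 7 to 11 across the 6 fits without 1 library (11 without Kir2.1 replicate 3), and at P4 were 7 in each of 3 fits. On the genes that pass the filter with all 11 libraries they ran from 8 to 11 at P8 (11 without Kir2.1 replicate 3) and were 7 in each fit at P4.

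Among single genes named other than Kcnj2, 170 alternatives counted as unchanged, 14 kept the direction but lost the call, and none reversed. In a fit with a test, unchanged means the same direction and call, whatever the size. Pyy in wild type thus counted as unchanged while going from -6.25 to -9.43 (log2) without wild-type P8 replicate 1. A move of over 1 SD was looked for only in the fits without a wild-type P4 library, where 5 values moved that far. At this depth, genes with at most 3 counts per library in a group gave only a lower bound on their fold change. The replicate numbers did not pair the samples, since deviations of same-numbered libraries correlated at 0.13, 0.07, 0.09, -0.01 and -0.08. With a replicate block the counts were 0 at P4, 0 at P8, 0 for the interaction, 558 for wild type and 2928 for Kir2.1, with 7 lists at each age and Kcnj2 at -0.95 and 0.00. With the block Nxph2 and Skor2 no longer passed (edgeR adjusted p of 0.0545 and 0.0507, in ranges over all alternatives of 1.65e-07 to 0.251 and 1.81e-05 to 0.089). At P4 1 of the 8 lists lost its call with the block, and at P8 1 list was added to the 6.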

Other observations

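The tests of depth, P8 RNA in a P4 library, the GC trend of that library, sex make-up by Xist, and the share of ganglion cells were chosen only after the result was seen; the comparison of single P8 libraries along the P4 direction was too. The stage and mislabelling tests were chosen before, but what share would count as high was settled after their values were seen.

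Other splits of the samples gave results as large in several cases. Of the 10 splits of the 6 P8 libraries, 4 gave as many genes at an unadjusted p under 0.05 as genotype did (1240), and 9 gave as many called lists (6). For P4 to P8 in Kir2.1, 1 of the 10 splits, the real one, gave as many genes (3029), the others giving 0, and genes at an unadjusted p under 0.05 were 5394 against 224 to 707 in the others. Without wild-type P8 replicate 3, 1 of the 10 splits of the 5 libraries, the real one, gave as many genes (219), the others giving 0, and genes at an unadjusted p under 0.05 were 3578 against 337 to 1695. At P8, genotype was thus not set apart from other splits by either count. In the 2 other cases the share of 1 in 10 is the smallest that the design allows, so it decides neither.

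In the edgeR fits with the filter, wild-type P8 replicate 3 determined whether genotype calls appeared at P8. Depth is argued against, since its 12047494 counts lay within the range of the other P8 libraries. Exon length or GC content as the source is argued against by a largest Spearman correlation of -0.05 between fold change and these properties across 17940 genes. The sex make-up is argued against as the whole source, since 1142 genes passed without that library when the Y-linked share was a covariate, 204 of them among the 219. A difference in retinal stage remains open. In libraries that the authors' P8 table did not use (wild-type P8 replicate 3 against the Kir2.1 P4 libraries), 78.1% of the authors' P8 calls moved in the direction of age, against 53.0% of 8901 other genes, which is consistent with wild-type P8 replicates 1 and 2 being less mature than the rest. The rod sums of 916 and 3640 CPM in these 2 libraries, against 7990 in replicate 3, go the same way. The dividing cell list does not: its sums of 135 and 143 CPM in these 2 libraries were close to 136 in replicate 3 and below 155 to 193 in Kir2.1 at P8, where 1160 to 3270 were seen at P4.

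A mislabelled library also remains open. Of 284 genes with p under 0.01 at P4 and the same sign at P8, 89.4% put wild-type P8 replicate 3 on the Kir2.1 side, against 67.2% of other genes. Of the 34 genes with the opposite sign at P8, 58.8% did. Both shares depend on a choice made with the P8 values, so they decide nothing alone. Without selection on P8, Kir2.1 P8 libraries minus wild-type P8 replicate 3 had the P4 direction for 42.1% of 318 genes, against 87.7% and 86.8% for replicates 1 and 2. The same measure for each Kir2.1 P8 library against the others gave 73.9%, 25.2% and 62.9%, so it varies widely within a genotype. The P4 direction itself rests in part on wild-type P4 replicate 2, which lies between the ages, so it may carry stage as well as genotype. Stage, dissection and a swapped label would each place the library where it is, and it was kept in its labelled group. Kir2.1 itself, as the difference between genotypes, stays open and untested by these values. The authors' deposited P8 table has steps for every P8 library but this one (2 of 137 genes at the commonest step, against 46.8% to 81.0% of genes for the other 5), so their means do not appear to include it.

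Wild-type P4 replicate 2 lay between the ages on the first principal component (-16.4). Its GC trend (Spearman 0.05) and its 11726675 counts lay within the range of the other libraries, which argues against depth or a GC trend. If P8 RNA had been mixed into it, genes that rise and genes that fall with age in Kir2.1 should give 1 mixing share. Against wild-type P8 replicate 1 the median shares were 0.68 from 300 rising genes and 0.65 from 342 falling genes, a gap of 0.03. Against replicate 2 they were 0.34 and 0.65, and against replicate 3 0.19 and 0.66. The rod sum goes against a mixture with replicate 1, as its 1400 CPM lies above both the 283 CPM of wild-type P4 replicate 1 and the 916 CPM of wild-type P8 replicate 1. An older animal and mixed RNA cannot be told apart, since only 1 other wild-type P4 library serves as reference and the source of any P8 RNA is unknown.

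Kir2.1 P8 replicate 2 had 31325 detected genes, against 22609 to 24591 elsewhere. Greater depth is argued against, since its 9362215 counts were the lowest. Among genes with no count in the 10 other libraries, it detected 29.7% of the longest quintile and 9.23% of the shortest, a ratio of 3.22 against 0.837 to 2.08 for the other libraries. It also had 1119 counts over 1715 olfactory and vomeronasal receptor genes, against 81 to 415. Both are consistent with genomic DNA in the library, as is its 69.4% of unique records in no gene. No biological explanation was tested beyond its group.

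Xist and the summed Y-linked counts moved together over the 11 libraries, with Pearson r = -0.96 (permutation p = 2e-05, 100000 resamples) and Spearman rho = -0.96 (permutation p = 4e-05). Without the 2 libraries farthest from the median Y-linked share, r was -0.96. No batch is given in the labels within which to repeat it. Intermediate levels of both are consistent with retinas of both sexes pooled in a library.

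The retinal ganglion cell list was lower in Kir2.1 at P4. Wild-type P4 replicate 2 alone as its source is argued against, since the mean went from -1.04 to -1.34 without it. The mean was -0.58 without wild-type P4 replicate 1. Without Kir2.1 P4 replicate 2 it was -0.82 over the 14 genes that then passed the filter and -0.76 over the same 15. The size of the difference thus rests in part on these libraries, while its sign was kept. A lower share of ganglion cells may be the source, with 14 of 15 genes lower. Its 4 most abundant genes were Stmn2 (293 ± 69.9 CPM in wild type, 175 ± 50.1 in Kir2.1), Nefl (262 ± 108 and 130 ± 63.1), Ebf3 (228 ± 84.2 and 143 ± 57.8) and Tubb3 (219 ± 60.5 and 138 ± 41.7), as mean ± SD. A lower share and lower expression in each ganglion cell cannot be told apart, since both lower the list and no cell count was analysed here.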
